# Exploring Heat-Response Mechanisms of MicroRNAs Based on Microarray Data of Rice Post-meiosis Panicle

**DOI:** 10.1155/2020/7582612

**Published:** 2020-09-17

**Authors:** Yan Peng, Xianwen Zhang, Yuewu Liu, Xinbo Chen

## Abstract

To explore heat response mechanisms of mircoRNAs (miRNAs) in rice post-meiosis panicle, microarray analysis was performed on RNA isolated from rice post-meiosis panicles which were treated at 40°C for 0 min, 10 min, 20 min, 60 min, and 2 h. By integrating paired differentially expressed (DE) miRNAs and mRNA expression profiles, we found that the expression levels of 29 DE-miRNA families were negatively correlated to their 178 DE-target genes. Further analysis showed that the majority of miRNAs in 29 DE-miRNA families resisted the heat stress by downregulating their target genes and a time lag existed between expression of miRNAs and their target genes. Then, GO-Slim classification and functional identification of these 178 target genes showed that (1) miRNAs were mainly involved in a series of basic biological processes even under heat conditions; (2) some miRNAs might play important roles in the heat resistance (such as osa-miR164, osa-miR166, osa-miR169, osa-miR319, osa-miR390, osa-miR395, and osa-miR399); (3) osa-miR172 might play important roles in protecting the rice panicle under the heat stress, but osa-miR437, osa-miR418, osa-miR164, miR156, and miR529 might negatively affect rice fertility and panicle flower; and (4) osa-miR414 might inhibit the flowering gene expression by downregulation of LOC_Os 05g51830 to delay the heading of rice. Finally, a heat-induced miRNA-PPI (protein-protein interaction) network was constructed, and three miRNA coregulatory modules were discovered.

## 1. Introduction

As the staple food, rice (*Oryza sativa*) is consumed by more than half the world population. Heat stress is one of the critical factors in limiting plant growth and productivity [1, 2]. According to the International Rice Research Institute (IRRI), the yield declines by 10% for each 1°C increase during the sensitive period of rice growth and in the sensitive temperature range [3]. Therefore, understanding the molecular basis of rice in response to the heat stress is necessary and important to sustain the rice production.

Plant miRNAs are a kind of endogenous noncoding small RNAs, which regulate the gene expression by the mRNA degradation or translation inhibition [4]. In recent years, miRNAs have been reported as key players in plant tolerance to the heat stress [5]. For example, the expression of miR397b.2 was induced by heat stress, and its target gene L-ascorbate oxidase was downregulated under the heat stress [6]. Under the heat stress, miR160, miR169, and miR1884 showed differential expression in shoot and root tissues for rice cultivar Nagina 22 [7]. By using the next-generation sequencing (NGS) and degradome sequencing (DS), ten miRNAs with significant expression changes were related to the heat stress. They were composed of seven upregulated miRNAs, including miR160e, miR160f, miR396a, miR396e, miR164a, miR166k, and miR166g, and three significantly downregulated miRNAs, such as miR5054, miR408, and miR5788 [8]. The negative correlation between miR169r-5p and its target gene LOC_Os12g42400 was confirmed under the heat stress, and the overexpression of miR169r-5p in rice at the flowering stage resulted in enhanced heat tolerance [9]. Li et al. concluded that 21 miRNAs were upregulated and 26 miRNAs were downregulated under the heat stress. Among them, miR162b, miR171b, miR169n, miR529a-p5, and PC-5P-62245-9 were verified by the quantitative real-time PCR [10]. However, heat response mechanisms of miRNAs in the rice post-meiosis panicle are still not well understood.

In this work, we showed the time course for the miRNA expression profile in the post-meiosis panicle of rice cultivar 996 treated at 40°C from 0 min to 2 h using the Agilent 4x44K rice microarray to identify heat-responsive miRNAs in the rice panicle. Then, high-confidence miRNA target pairs were identified. Furthermore, based on the function analysis and miRNA-PPI network construction, three miRNA coregulatory modules were discovered and heat-responsive mechanisms in the rice post-meiosis panicle were studied. The schematic diagram of the procedures is given in Figure 1.

## 2. Material and Methods

### 2.1. Plant Materials and Heat Stress Treatments

Rice cultivar 996 was cultivated in a ten-square metre experimental rice field at Hunan Agricultural University under the same growth conditions. For the heat treatment, we moved six rice plants into the growth chamber (Binder, Tuttlingen, Germany) when they reached anther development stage 10 of post-meiosis defined by Zhang and Wilson [11]. These plants were pretreated in the growth chamber under the condition of 32°C/28°C (day/night) with 80% humidity for one day (12 h/12 h), and then the heat treatments were done at 40°C with 80% relative humidity and illumination intensity of 600 *μ*mol m^−2^ s^−1^ for 0 min (used as control), 10 min, 20 min, 60 min, and 2 h. Young florets at the anther development stage 10 at the middle of the main panicles were harvested into the liquid nitrogen immediately at these five time points and stored in −80°C for further usage.

### 2.2. RNA Isolation, Microarray Hybridization, Signal Scanning, and Normalization

Microarrays were performed on RNA isolated from samples by using TRIzol (Invitrogen, Carlsbad, CA) and further purified using a QIAGEN RNeasy kit (Qiagen, Valencia, CA). Two independent samples were assayed at each time point for the experimental groups. Gene expression profile analysis was performed by using the Agilent 4x44K rice oligo microarray with 42,489 60-meroligonucleotide probes. Ten microarrays were performed by using the single dye defaults for all parameters.

These above hybridization signal data were obtained by using the Agilent Feature Extraction software, and then the data files were imported into GeneSpring GX (Agilent Technologies). We used specific flags of P, A, and M to mark the detected, not detected, and compromised data, respectively. These data were normalized by quantile algorithm followed by the process of baseline to median of all samples.

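The deposited table of normalized log2 values was set against the spot intensities of the same arrays for 42475 probes. After 1 shift per array, by the 75th percentile of its log2 intensities, and 1 shift per probe, 99.9% of the probes lay within 0.01 of the table on each of the 8 arrays outside 60 min. With the shift per probe undone, the 5th percentiles of the table's columns spanned 1.78 on the log2 scale, while those of the quantile normalized intensities spanned 0.04. For the 2 columns of 60 min, 1.03% and 1.06% of the probes lay within 0.01 of the array of the same label. The SD over probes of the difference from the closest of the 10 arrays was 0.78 for replicate 1 and 0.63 for replicate 2 of these columns. Table S1 was held in part, and its ratios for 1998 of 42416 probes lay within 0.01 of the table on the log2 scale in 100% of cases on every array. Values at 60 min computed from the spot intensities belong to the arrays labelled 60 min.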

These original microarray data were submitted to the Gene Expression Omnibus and assigned the accession number GSE51426.

### 2.3. Data Filtering

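A probe was given the P flag on an array where most of its spots were positive and significant against background, well above background, not saturated and no outliers. Of the 42477 probes, 36307 (85.5%) had this flag on at least 6 of the 10 arrays. Among the 170 probes of mature miRNAs, 41 (24.1%) had it. Every probe was kept for the calls, and calls among the probes that pass were counted as an alternative.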

Data filtering was performed with the criteria of at least 6 out of 10 samples with the P flag to ensure the quality of the normalized data. To identify heat-responsive miRNAs and genes, GEO2R analysis was applied to identify differentially expressed miRNAs and genes between the heat stress sample and the control sample. 

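Over the whole array, 3193 probes were called at 10 min, 5114 at 20 min, 2251 on the arrays labelled 60 min and 9723 at 2 h, and 13754 probes were called at 1 or more time points. The upregulated share of these calls was 58.9% at 10 min, 59.7% at 20 min, 55.0% at 60 min and 51.0% at 2 h. With limma's p adjusted by the Benjamini-Hochberg method over all probes, 84 probes were called at 10 min, 1553 at 20 min, 0 at 60 min and 7676 at 2 h. On simulated arrays with 200 changed probes, this adjustment recovered 0% of them at 60 min. Simulated arrays with the spread of the real ones, drawn for each probe independently, gave 427, 474, 897 and 518 calls by chance at these 4 time points among 42088 probes. Without replicate 2 of the 60 min arrays, 5804 probes were called at 60 min.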

The criteria to consider a miRNA or a gene to be differentially expressed was ∣log2 fold change | ≧1.0 and *P* value < 0.05 for at least one time point.

### 2.4. Replicate Analysis and Quantitative Real-Time PCR (qRT-PCR) Verification

We have previously reported the replicate analysis and qRT-PCR verification on microarray data [12]. The results in it showed that there were good correlations between biological replicates, and the qRT-PCR expression of all candidate genes was consistent with microarray data.

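Across probes, Pearson's r between the 2 replicates of the normalized log2 values was 0.982 for the control, 0.994 at 10 min, 0.991 at 20 min, 0.971 at 60 min and 0.991 at 2 h. Probes are not independent replicates, so no p is given for these values. The SD over probes of the difference between replicates was 0.73, 0.43, 0.51, 0.93 and 0.53 on the log2 scale in the same order. Among probes well above background on both arrays, this SD was 0.57 for the control and 0.74 at 60 min.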

### 2.5. Target Prediction of miRNAs and High-Confidence miRNA Target Gene Identification

Target prediction was performed by using the plant miRNA target analysis online software psRNATarget [13]. The default parameters were maintained except the expectation value (set as 3) to minimize the number of nonauthentic targets. MSU Rice Genome Annotation for Version 7 was selected as the cDNA library.

After we got the differentially expressed miRNA (DE-miRNA) putative target genes, we compared them to the normalized data and got the expression profile data of putative target genes under the heat stress in the rice post-meiosis panicle. Then, we compared the expression patterns of DE-miRNA families with their differentially expressed target genes (DEGs). The expression levels of DE-miRNA families and their targets, which altered in the opposite direction within the any time period, were considered as high-confidence miRNA target genes.

### 2.6. Functional Identification of High-Confidence miRNA Target Genes

To understand the functions of DE-miRNAs, we carried out functional identification of their high-confidence target genes. The GO-Slim classification was performed based on the GO database and powered by the PANTHER Classification System (http://www.pantherdb.org/). The OGRO database (http://qtaro.abr.affrc.go.jp/ogro) [14] was employed to identify the functionally characterized genes.

### 2.7. Network Visualization and Construction

The protein-protein interaction (PPI) of the high-confidence target genes was analyzed by using STRING 11 (https://string-db.org/cgi/input.pl). The PPI with a combined score (1: highest confidence; 0: lowest confidence), which was larger than 0.7, was used for the next step network analysis. Cytoscape_v3.7.2 was utilized to construct the interaction network of miRNA-PPI and the bipartite network of DE-miRNA families under the heat stress in rice post-meiosis panicles.

## 3. Results and Discussions

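The values behind the miRNA results came from 10 arrays with 1 dye, 2 for the control (0 min) and 2 for each of the 4 times at 40 °C, after a day at 32 °C and a night at 28 °C. The authors deposited the intensity of each spot as the Feature Extraction software gave it, with the background subtracted and no normalization between arrays. They also deposited a table of normalized log2 values. Here the deposited intensities were set to at least 1, put on the log2 scale and quantile normalized over the 10 arrays, without the baseline to the median. Control spots and spots that the software marked as outliers were left out, and the spots of a probe were averaged. Each time point was compared with the control in a limma fit of 4 arrays. A probe was called where the log2 fold change was at least 1 in either direction with an unadjusted p below 0.05. With 2 arrays against 2, an exact permutation test cannot give a 2-sided p under 0.333, so each p rests on the spread that limma pools over probes, and the number of arrays limits the precision. Between 79.9% and 91.8% of the probes on an array were well above background, by the software's own mark. A probe without this mark on every array of a group has only a bound there, given as at least N-fold: the brighter group's mean against the mean, in the other group, of the higher of the probe's own value and the lowest value well above background on that array. The control and the 60 min arrays lay on slide 1 (scan 1), the 10 min and 20 min arrays on slide 2 (scan 2), and the 2 h arrays on slide 3 (scan 3).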

The normalized data of expressed miRNAs and genes at the time points of 0 min, 10 min, 20 min, 60 min, and 2 h after heat treatment are listed in Supplementary Table S1. MicroRNA-mature data were used for further differentially expressed analysis.

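The array held 170 probes of mature miRNAs from 45 families. Each was a 60 nt probe that repeats the mature sequence, spotted 2 times. Whether a signal came from the mature miRNA or from longer RNA holding its sequence was not separated here. The 170 names shared 96 distinct sequences, and 24 of these carried 98 of the names, up to 15 names on 1 sequence. Another 340 probes held the 5′ and 3′ parts of the precursors. On slide 1, between 12.4% and 14.7% of the mature probes were well above background on an array. On slide 2 this share lay between 52.4% and 61.8%, and on slide 3 it was 24.7% and 27.6%. Of the 170 probes, 21 with 11 sequences were well above background on all 10 arrays, and 55 were on none.

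**Figure D1:**
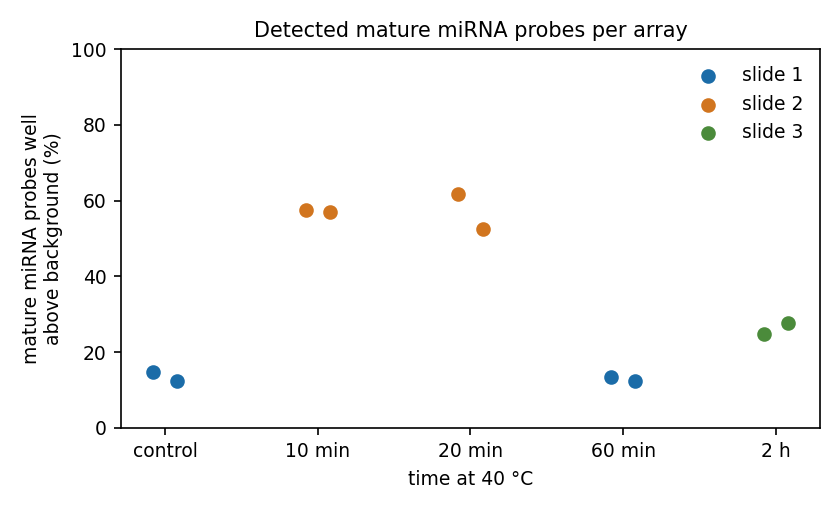
Share of the 170 mature miRNA probes that were well above background on each array, in percent, by time at 40 °C. Each point is 1 of the 10 arrays and its colour is the slide. The control and 60 min arrays, all on slide 1, lie at or below 14.7%, and the arrays of slide 2 lie at or above 52.4%.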

### 3.1. Differentially Expressed miRNAs during the Heat Treatment

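From the spot intensities, 93 mature miRNA probes of 32 families were called at 1 or more time points. Probes of identical sequence count once per name, and the 93 probes held 58 distinct sequences. For 63 of them, the brighter group was well above background on both arrays at a time point where the probe was called. For 14 of them, with 9 sequences, both groups were. With p adjusted by the Benjamini-Hochberg method over all probes, 52 mature miRNA probes were called by limma, and 69 with p adjusted over the list alone. The simulated arrays gave between 1.7 and 2.9 calls by chance per time point among the 170 probes. The count moved most with normexp background correction, which gave 21. Its offset of 50 shrinks the fold changes of dim probes by construction.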

A total of 124 miRNAs were identified to be differentially expressed in rice under the heat stress, corresponding to 37 rice miRNA families. By mapping 124 DE-miRNAs to the miRBase database (release22.1; http://www.mirbase.org/), we obtained 154 mature sequences. The list of 124 DE-miRNAs and their mature sequences are provided in Supplementary Table S2. Statistical analysis showed that 86 of 124 DE-miRNAs were upregulated, and 38 of them were downregulated. 

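Of the 93 called mature miRNA probes, 82 were upregulated and 11 were downregulated, and 0 were called in both directions. Among the 14 that were measured in both groups, 13 were upregulated, and osa-miR168a at 2 h was the downregulated one. All 12 downregulation calls at 10 min and 20 min fell on probes that were not well above background on both control arrays. When each array was scaled by its 75th percentile, 79 mature miRNA probes were upregulated and 37 were downregulated. The split moved most when values below the lowest one well above background on an array were raised to it, which gave 19 upregulated and 123 downregulated. This lowest value lay between 4.27 and 7.19 on the log2 scale, and was higher on the control arrays than on slides 2 and 3. A probe dim on every array then falls across slides by construction, so this setting does not test the direction of dim probes.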

The length distribution of the DE-miRNA sequence showed that most of them were 21 nt (Figure 2(a)). 

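The length was taken from the period at which the mature sequence repeats in a probe, which was found in all 170 probes. Of the 93 called probes, 77 (82.8%) carried a sequence of 21 nt, 9 of 20 nt, 2 of 22 nt and 5 of 24 nt. Among all mature miRNA probes, 142 (83.5%) carried 21 nt. The share of 21 nt did not differ detectably between called and other probes (Fisher's exact test, 2-sided, p = 0.837).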

Bipartite network visualization of the regulatory relationship between DE-miRNA families and heat stress in rice is shown in Figure 2(b). It showed that 21 of 37 DE-miRNA families were upregulated, 16 of them were downregulated, and 3 of them were up-/downregulated (either upregulated or downregulated). 

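By the number in the miRNA name, 22 families had only upregulated called members, 5 only downregulated ones and 5 had both. The families with both were osa-miR167, osa-miR168, osa-miR169, osa-miR319 and osa-miR439. A called member that was well above background on both arrays of both groups was found in 7 families. In 15 families more than 1 member was called. With normexp, 14 families were called.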

The expression patterns of miRNAs in the same family were consistent under the heat stress except for osa-miR168, osa-miR169, and osa-miR395. In these three miRNA families, only 6 miRNAs were downregulated, which were osa-miR168a, osa-miR169g/n/o, and osa-miR395c/o, and the other 23 miRNAs were upregulated. 

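The families osa-miR168, osa-miR169 and osa-miR395 had 41 members on the array, of which 21 were called upregulated and 3 downregulated. The level of osa-miR168a was 8.95 ± 0.26 (SD, n = 2) on the log2 scale in the control and 7.07 ± 0.10 at 2 h, a log2 fold change of -1.89 (standard error 0.20, adjusted p = 0.0234 from limma). At 10 min, 20 min and 60 min its log2 fold changes were -0.20, -0.01 and -0.34, and none was called. The probe of osa-miR169o was called downregulated at 10 min and 20 min and was well above background on 0 of the 10 arrays. The probes of osa-miR169g, osa-miR169n, osa-miR395c and osa-miR395o were not called and were not well above background on any array either. With the 75th percentile scaling, all 5 of these dim probes were called downregulated at 10 min.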

Our results indicated that the majority of DE-miRNAs and DE-miRNA families were upregulated under the heat stress.

A closely related report [10] showed that 47 miRNAs were identified to be differentially expressed in young panicles in rice cultivar N22 by using high-throughput deep sequencing. Among them, 26 miRNAs were downregulated and 21 miRNAs were upregulated. The numbers of upregulated miRNAs and downregulated miRNAs were balanced in rice young panicles. However, in our study, the number of upregulated miRNAs was much more than the number of downregulated miRNAs. 

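Counted by distinct sequence, 50 sequences were called upregulated and 11 downregulated, with 3 sequences on both lists because names that share a sequence went opposite ways. At 2 h, 38.8% of the mature miRNA probes were called upregulated, compared with 11.4% of mRNA probes matched on mean signal, 20 for each mature probe. These shares were 22.4% and 10.2% at 10 min, 34.1% and 11.5% at 20 min, and 2.35% and 2.12% on the arrays labelled 60 min. From its numbers in each direction, the paper states that more DE-miRNAs and more of their families were upregulated than downregulated.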

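The probe of osa-miR160a was well above background on all 10 arrays. Its level was 9.10 ± 0.03 (SD, n = 2) on the log2 scale in the control, 10.23 ± 0.22 at 20 min and 10.43 ± 0.13 at 2 h. The log2 fold change was 1.13 at 20 min (standard error 0.17, adjusted p = 0.0623 from limma) and 1.33 at 2 h (standard error 0.15, adjusted p = 0.0234). It was 0.90 at 10 min and 0.35 on the arrays labelled 60 min, neither called, and without replicate 2 of the 20 min arrays it was 0.98 at 20 min. For osa-miR160f, measured on all arrays, the log2 fold changes lay between -0.29 and 0.54 and none was called. For osa-miR166h the log2 fold change was 1.14 at 20 min (standard error 0.15, adjusted p = 0.0513 from limma) and 1.58 at 2 h (standard error 0.24, adjusted p = 0.0295), and -0.01 on the arrays labelled 60 min. In the deposited table, whose 60 min columns match no array, the log2 fold changes at 60 min were 1.72, 1.25 and 1.16 for these 3 miRNAs and each was called. The probe of osa-miR398b, well above background on 1 of 2 control arrays, was at least 3.54-fold higher at 10 min, 3.47-fold at 20 min and 3.81-fold at 2 h. With no control array well above background, osa-miR166i was at least 1.19-fold higher at 10 min and 1.08-fold at 20 min, and osa-miR162b at least 1.06-fold at 20 min and 1.12-fold at 2 h. Both were called upregulated at 10 min, 20 min and 2 h, and with dim values raised to the lowest one well above background the sign changed for osa-miR166i at 2 h and for osa-miR162b at 10 min. That lowest value was higher on the control arrays than on slides 2 and 3, which favours a fall by construction. The probe of osa-miR390 was not called with quantile normalization, and those of osa-miR159a, osa-miR159f and osa-miR169n were neither called nor well above background on any array.

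**Figure D2:**
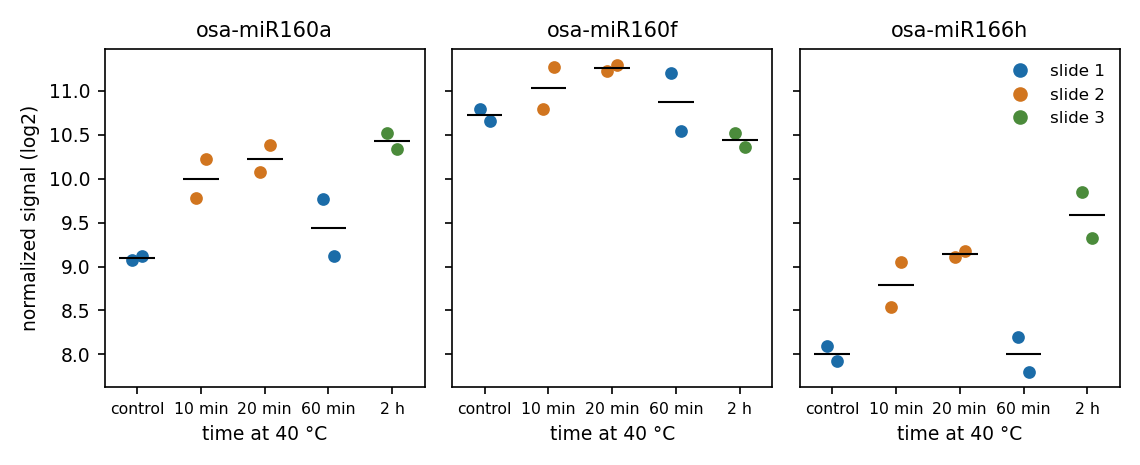
Normalized signal (log2) of osa-miR160a, osa-miR160f and osa-miR166h on each of the 10 arrays, by time at 40 °C. Each point is 1 array, its colour is the slide, and each line is the mean of 2 arrays. The control arrays of osa-miR160a average 9.10 and the 2 h arrays 10.43.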

Under the heat stress, osa-miR159a, osa-miR162b, osa-miR160a/f, osa-miR166i/h, osa-miR159a/f, osa-miR169n, osa-miR390, and osa-miR398b had the same expression pattern among the two cultivars. However, the expression of osa-miR529, osa-miR399d, osa-miR156d, osa-miR169h, and osa-miR167h was specific to varieties.

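The probe of osa-miR529 was well above background on all 10 arrays, with a level of 11.51 ± 0.12 (SD, n = 2) on the log2 scale at 10 min and 8.98 ± 0.13 on the arrays labelled 60 min. Its log2 fold change was 2.01 at 10 min (standard error 0.15, adjusted p = 0.0567 from limma), 2.13 at 20 min (standard error 0.20, adjusted p = 0.0372) and 1.70 at 2 h (standard error 0.18, adjusted p = 0.0234). On the arrays labelled 60 min it was -0.52, not called, whereas the deposited table gave 1.91. The probe of osa-miR399d was not called with quantile normalization, but with the 75th percentile scaling it was called upregulated at 10 min, 20 min and 2 h. The probe of osa-miR156d was called upregulated at 20 min, 60 min and 2 h, that of osa-miR169h at 2 h and that of osa-miR167h at 20 min. None of these 3 was well above background on a control array, and their bounds allow no fold. With dim values raised to the lowest one well above background, the sign changed for osa-miR156d at 20 min and 2 h, osa-miR169h and osa-miR167h. By construction this setting favours a fall, since that lowest value was higher on the control arrays than at these time points.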

### 3.2. Target Prediction and High-Confidence miRNA Target Gene Discovery

The biological functions of miRNAs are known to be intimately relevant to the functions of their target genes. Therefore, identification of the potential target genes can provide an effective approach to study the complex miRNA-mediated regulatory mechanisms. In this work, a total of 1289 putative target genes (Table S3-1) were predicted through prediction and removing repeated genes. Then, we compared 1289 putative target genes with data in Supplementary Table S1. A total of 838 putative target genes were obtained under the heat stress in rice post-meiosis panicles (Table S3-2). Finally, 351 putative target genes (41.89%) were identified to be differentially expressed (Table S3-3).

In order to find high-confidence miRNA target genes, we compared the expression patterns of 37 DE-miRNA families with their 351 DEGs. The results showed that the expression patterns of 29 DE-miRNA families were completely opposite to that of 178 DEGs (Table 1). These 178 DEGs might be high-confidence target genes for their miRNAs. 178 high-confidence miRNA target gene descriptions are provided in Supplementary Table S4. These target genes consisted of transcription factors, hydrolase, kinases, zinc finger, disease resistance protein, nucleic acid binding proteins, etc., and most of them were downregulated to a different extent under the heat stress. High-confidence target genes were distributed on every chromosome. However, chromosomes 1, 2, and 3 of rice had higher frequencies of targets.

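Of the 178 loci in Table 1, 67 (37.6%, exact Clopper-Pearson 95% interval 30.5% to 45.2%) lie on chromosomes 1, 2 and 3. The array held probes for 29689 genes with a chromosome in their identifier, and 11141 of these (37.5%) lie on the same chromosomes. Of the 11313 genes with a probe called at any time point, 4142 (36.6%) lie there. By chromosome, Table 1 lists 23, 24 and 20 loci on chromosomes 1, 2 and 3, and 17 on chromosome 4. The loci of Table 1 themselves were not analysed here beyond their chromosome, except for the genes that the array names in the same words.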

Previous studies confirmed the reliability of the following high-confidence miRNA target pairs, including osa-miR156-*OsSPL7* [15], miR529-*SPL7* [16], miR172-*SHAT1* [17], miR164-*OMTN4* [18], miR168-*AGO1* [19], and miR159-*GAMYBL2* [20]. LOC_Os02g53620, LOC_Os03g07880, LOC_Os03g44540, and LOC_Os12g42400, as high-confidence target genes of osa-miR169, were members of the NF-YA family genes. Li et al. asserted that miR169/NF-YA modules regulated tolerance to abiotic stresses in both monocots and dicots [21]. 

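The array names 3 Growth-Regulating Factor genes on chromosomes 2 and 6, where Table 1 has 3 such loci as targets of osa-miR396, and they were matched by this description and the chromosome alone. At 2 h, probe AJ566408 of Os02g0701300 had a log2 fold change of 1.42 (standard error 0.31, adjusted p = 0.0481 from limma) and probe AK063983 of the same gene 0.35, not called. Probe AJ566409 of Os06g0116200 had 1.33 (standard error 0.19, adjusted p = 0.0271) and its other probe, AK103508, 0.81, not called. The probes AK109652 and AF201895 of Os02g0776900 had 1.19 (adjusted p = 0.0997) and 1.25 (adjusted p = 0.101), and without replicate 1 of the control 0.70 and 0.74, not called. The 4 probes of osa-miR396 were not called at any time point and were not well above background on both arrays of any group. With the 75th percentile scaling, 1 of these 4 was called downregulated.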

LOC_Os02g47280, LOC_Os02g53690, LOC_Os06g02560, and LOC_Os12g29980, as high-confidence target genes of osa-miR396, were members of the Growth-Regulating Factor (GRF). Liu et al. concluded that miR396 could target six GRF genes, encoding putative transcription factors with roles in the plant leaf growth [22]. LOC_Os02g43660 and LOC_Os06g11490 were uclacyanin (UCL) genes of the phytocyanin family. osa-miR408 regulated the grain yield by downregulating its downstream target OsUCL8, which was an UCL gene of the phytocyanin family [23]. 

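The probe of osa-miR408 was well above background on all arrays, at 9.68 ± 0.13 (SD, n = 2) on the log2 scale in the control. Its log2 fold change was 1.24 at 10 min (standard error 0.16, adjusted p = 0.0866 from limma), 2.20 at 20 min (standard error 0.21, adjusted p = 0.0378), -0.22 on the arrays labelled 60 min and 0.79 at 2 h, the last 2 not called. The deposited table gave 1.85 at 60 min. The uclacyanin genes were not analysed here.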

All these information indicated that high-confidence miRNA target pairs had certain reliability. These high-confidence miRNA target genes provided candidates for elucidating the mechanism of miRNA involvement in the heat stress tolerance in rice post-meiosis panicles.

### 3.3. Expression Patterns of High-Confidence miRNA Target Pairs

The expression patterns of 178 high-confidence target genes and their DE-miRNAs at the time points of 10 min, 20 min, 60 min, and 2 h after the heat treatment are shown in Figure 3. As was shown in Table 1, a miRNA was matched to a few target genes. The number of upregulated DE-miRNAs increased with the time and remained at a high level. However, the number of downregulated DE-miRNAs decreased with the time and remained at a lower level at 60 min and 2 h. 

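From the spot intensities, 38 mature miRNA probes were upregulated at 10 min, 58 at 20 min, 4 on the arrays labelled 60 min and 66 at 2 h. Of these, 37, 53, 0 and 26 were well above background on both arrays of the time point. The deposited table gave 34, 54, 72 and 73 with the same test. The 60 min arrays are the ones that share a slide with the control.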

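For downregulation, 6 mature miRNA probes were called at 10 min, 6 at 20 min, 4 on the arrays labelled 60 min and 2 at 2 h. Of these, 1 probe, at 2 h, was well above background on both control arrays. With the 75th percentile scaling the counts were 34, 29, 0 and 2. The medians of the negative-control spots on that scale changed from the control by -2.27 at 10 min, -1.92 at 20 min, 0.53 at 60 min and -0.12 at 2 h (log2).

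**Figure D3:**
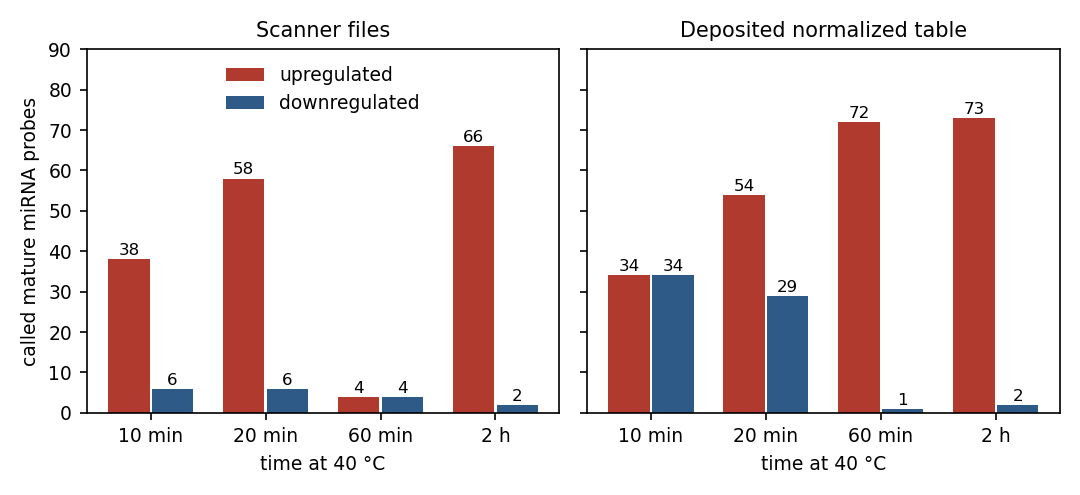
Number of mature miRNA probes called upregulated and downregulated against the control at each time at 40 °C, from the quantile normalized spot intensities (left) and from the deposited normalized table (right). At 60 min the upregulated bars stand at 4 and 72.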

Figure 3 shows that both upregulated and downregulated high-confidence target genes were increasing with the time, reaching the highest level at 2 h, and the number of downregulated genes was significantly higher than that of the upregulated genes. These results showed that most miRNAs resisted the heat stress by downregulating their target genes. In addition, the number of downregulated DE-miRNAs after the heat treatment for 10 minutes was significantly higher than that of upregulated target genes, while the number of downregulated DE-miRNAs after the heat treatment for 60 min and 2 hours was significantly lower than that of upregulated target genes. These results indicated that there might be a time lag between miRNA expression and their target gene expression.

### 3.4. PANTHER GO-Slim Classification

178 high-confidence target genes were mapped to the PANTHER Classification System to explore their biological significance. According to the PANTHER GO-Slim classification, target genes belonged to eight important biological processes (BP): response to stimulus, developmental process, cellular process, multicellular organismal process, metabolic process, biological regulation, cellular component organization or biogenesis, and localization. The protein-containing complex, organelle, and cell were most significant among the cellular components (CC). Enriched molecular function (MF) terms included transcription regulator activity, binding, structural molecule activity, catalytic activity, and transporter activity. A detailed GO-Slim classification within three major functional categories is shown in Figures 4(a)–4(c). The top 1 enriched GO-Slim terms within three major functional categories are shown in Figures 4(d)–4(f). The results showed that the metabolic process was dominant in the BP terms, the organelle in the CC terms, and catalytic activity in the MF terms. 75.86% of the metabolic process-related genes were involved in the organic substance metabolic process. The genes related to the organelle mainly participated in the intracellular organelle. The term of catalytic activity mainly included ligase activity, oxidoreductase activity, transferase activity, catalytic activity, hydrolase activity, and lyase activity. GO-Slim classification revealed that most of high-confidence miRNA targets were related to a series of basic biological processes, even under the heat conditions. In addition to basic life processes, targets were also associated with response to stimulus and oxidoreductase activity which were closely related to the heat stress.

### 3.5. Functional Identification of High-Confidence Target Genes

OGRO on the Q-TARO website (http://qtaro.abr.affrc.go.jp/ogro), which is an online database of functionally characterized genes in rice, collects nearly 1100 genes. A search of the 178 high-confidence target genes in the OGRO database identified 13 functionally characterized genes (Table 2), and most of these characterized high-confidence target genes were related to stress tolerance, sterility, panicle flower, and flowering, which suggested that the important roles of the high-confidence miRNA targets were identified in the heat-treated rice post-meiosis panicle.

There were 9 high-confidence target genes associated with resistance or tolerance, and most of them were downregulated. It was remarkable that the genes for LOC_Os05g51830 (*OsHDT1*), LOC_Os05g30220 (*OsRP1L1*), LOC_Os05g47780 (*OsHRZ2*), LOC_Os06g46270 (*OMTN4*), LOC_Os10g38060 (*OsPLDβ1*), and LOC_Os10g40100 (*OsRLCK306*) were continuously downregulated by the heat stress. 

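The array names Os12g0281300 as Pi-ta, with 3 probes that were well above background on the control and 2 h arrays. At 2 h, the log2 fold change of probe AK066558 was 1.82 (standard error 0.28, adjusted p = 0.0295 from limma). For the probes AK071926 and AK067534 it was 1.07 (adjusted p = 0.0646) and 1.11 (adjusted p = 0.0679), and 0.75 and 0.76, not called, without replicate 1 of the 2 h arrays. At 20 min the same 3 probes had log2 fold changes of -0.03, -0.77 and -0.62, and no probe of this gene was called before 2 h. The array names Os08g0564000 as phosphate transporter 6, taken here as OsPT6 by this name, with 3 probes that disagree. Probe AF335588 had 1.47 at 20 min (standard error 0.15, adjusted p = 0.0391) and -0.04 at 2 h. Probe AY100468, not well above background in the control, was called upregulated at 10 min, 20 min and 2 h. It was at least 1.32-fold higher at 20 min, and its bound allows no fold at 10 min. At 2 h it was not well above background either. With dim values raised to the lowest one well above background, its sign changed at 10 min and 2 h. That lowest value was higher on the control arrays, which favours a fall by construction. Probe AK119787 was not called. The gene Os-pollux was not analysed here.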

At the same time, LOC_Os01g64980 (*Os-pollux*), LOC_Os08g45000 (*OsPT6*), and LOC_Os12g18360 (*Pi-ta*) were upregulated during the heat treatment. *OsHDT1*-silencing or *OsPLDβ1*-knockdown plants showed the accumulation of reactive oxygen species (ROS) [24, 25]. 

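The probe of osa-miR414 was well above background on all arrays, at 10.56 ± 0.11 (SD, n = 2) on the log2 scale in the control. Its log2 fold change was 1.30 at 10 min (standard error 0.17, adjusted p = 0.0866 from limma), 1.80 at 20 min (standard error 0.15, adjusted p = 0.0352), -0.32 on the arrays labelled 60 min and 1.03 at 2 h (standard error 0.16, adjusted p = 0.0293). Without replicate 1 of the control or of the 2 h arrays, the value at 2 h was 0.95, not called. At 60 min the deposited table gave 1.48. The family osa-miR319 has 2 probes of 1 sequence, of which 1 was called upregulated at 20 min and the other downregulated on the arrays labelled 60 min. Neither was well above background on both arrays of the control, and with the 75th percentile scaling both were called upregulated.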

*OsHDT1* and *OsPLDβ1*, as high-confidence target genes of osa-miR414 and osa-miR319, respectively, were significantly downregulated under the heat stress. These showed that osa-miR414 and osa-miR319 might increase the accumulation of ROS to resist heat stress by downregulating the expression of *OsHDT1* and *OsPLDβ1*. Suppressing the expression of *OsRLCK306* (NRRB) could enhance the resistance to the bacterial leaf streak in rice [26]. The *Pi-ta* gene in rice could be used to control rice blast disease caused by *Magnaporthe oryzae* [27]. The increased disease resistance was accompanied by the accumulation of salicylic acid (SA) and by the induced expression of a number of defense-responsive genes [26]. SA could alleviate the damage of floret differentiation caused by the heat stress at the floret differentiation stage and prevent the spikelet degeneration caused by the heat stress [28, 29]. *OsRLCK306* and *Pi-ta*, as a high-confidence target gene of osa-miR166 and osa-miR395, respectively, showed significant expression changes under the heat stress. It means that osa-miR166 and osa-miR395 might regulate the content of SA in plants by regulating the expression of *OsRLCK306* and *Pi-ta* to resist the heat stress. 

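Of the 13 members of osa-miR166 on the array, 7 were called upregulated and 0 downregulated. At 2 h, 5 of them were called, and 3 members were measured in both groups where they were called. Of the 23 members of osa-miR395, which hold 9 sequences, 16 were called upregulated and 0 downregulated. None of the 23 was well above background on both control arrays, 16 were at 10 min and 2 at 2 h. Under the 75th percentile scaling, 17 of them were called upregulated and 2 downregulated.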

*OsRP1L1* was involved in responses to several plant growth regulators and environmental stresses [30]. *OsHRZ2*, as an iron-binding hemerythrin RING ubiquitin ligase, could regulate the iron acquisition. Overexpression of *OMTN4* negatively regulated drought resistance in rice at the reproductive stage [18]. *Os-pollux*, as a cation channel protein, was expressed in roots, leaves, stems, and panicles [31]. *OsPT6* was related to the sugar transporter family. All these five significant expression changes of stress-related genes showed that multiple functions of the identified candidate genes were very important in response to the heat stress and the complexity of heat response in rice panicles. These nine high-confidence target genes were following high-confidence target pairs of miRNAs: osa-miR164, osa-miR166, osa-miR169, osa-miR319, osa-miR390, osa-miR395, and osa-miR399, which suggested the important roles of the miRNAs identified in the heat-treated rice post-meiosis panicle.

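Among the families of these pairs, osa-miR164 had 2 of 6 members called upregulated, both at 2 h and 1 of them also at 20 min, and osa-miR399 had 9 of 11 called upregulated at 1 or more time points. Neither family had a member that was well above background on both control arrays. For osa-miR399, 9 members at 10 min and 2 at 2 h were well above background on both arrays. For osa-miR169, with 16 members, 4 were called upregulated and 2 downregulated. The probe of osa-miR390 was called upregulated with the 75th percentile scaling and in the deposited table, and not with quantile normalization.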

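The probe of osa-miR437 was called downregulated at 10 min and 20 min from the spot intensities. It was not well above background on any of the 10 arrays, so no fold is given. Without replicate 2 of the control it was not called at either time point. The gene TDR was not analysed here.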

In this work, sterility-related gene tapetum degeneration retardation gene (LOC_Os02g18080, *TDR*), as a high-confidence target gene of osa-miR437, showed significant upregulation under the heat stress in the rice post-meiosis panicle. However, under normal growth conditions, *TDR* remained at a lower expression level in various organs at different developmental stages in rice except for the flag leaves and roots after flowering [32]. This significant expression change of *TDR* suggested the great importance of osa-miR437 in response to the heat stress in the post-meiosis panicle.

There were 4 high-confidence target genes related to the panicle flower, which included LOC_Os02g12380 (*HDA710*), LOC_Os04g55560 (*SHAT1*), OMTN4, and LOC_Os04g46580 (*OsSPL7*). Previous research showed that inactivation of *HDA710* by RNAi affected vegetative growth, while downregulation of a closely related homolog *HDA703* by amiRNA reduced rice peduncle elongation and fertility [33]. It suggested the importance of LOC_Os02g12380 in anther development under the heat stress. 

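The family osa-miR172 has 4 members with 3 sequences on the array. The probe of osa-miR172c was called upregulated at 20 min and 2 h, and the other 3 were not called. None of the 4 was well above background on both arrays of any group. With the 75th percentile scaling the family changed direction, with 2 members called downregulated and 0 upregulated. The gene SHAT1 was not analysed here.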

*SHAT1*, as a target of osa-miR172, was significantly upregulated under the heat stress. *SHAT1* is a member of the AP2 family of genes. miRNA172-mediated cleavage of SHAT1 might be essential for normal flower opening in rice [17]. Arabidopsis AP2 was reported to participate in a self-feedback loop through negatively regulating its inhibitor miR172 [34]. It means that osa-miR172 and its target gene *SHAT1* might play important roles in protecting the rice panicle under the heat stress. *OMTN4*, which is the target of osa-miR164 and positive regulator of heading and senescence during the reproductive phase, was responsive to abiotic stresses. Notably, *OMTN4* exhibited particularly high levels of expression in stamen in rice ZH11 grown under normal growth conditions [18]. In our study, *OMTN4* were downregulated in the rice post-meiosis panicle. This means that osa-miR164 might negatively affect rice heading and senescence during the reproductive phase under the heat stress. *OsSPL7* expressed in young panicles and might be involved in panicle development [35]. In our study, both miR156 and miR529 were downregulated and their common target *OsSPL7* was upregulated under the heat stress in the rice post-meiosis panicle. These might be disadvantageous to spikelet development because downregulation of osa-miR156 and overexpression *OsSPL7* would lead to decreased tillers, smaller panicle, lower fertility, and eventually reduced rice yield [15, 35].

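Of the 11 members of osa-miR156, which hold 3 sequences, 6 were called upregulated and 0 downregulated. None of the 11 was well above background on both control arrays, and 1 was at 2 h. The sequence of osa-miR156a is shared by 9 names, of which 4 were called at 2 h. The probe of osa-miR529 was called upregulated at 10 min, 20 min and 2 h and at no time point downregulated. The gene OsSPL7 was not analysed here.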

Increased expression of *OsHDT1* could suppress the overdominant expression of flowering time repressors in the hybrid leading to early flowering under the long day condition [36]. In our study, flowering-related *OsHDT1*, as a high-confidence target gene of osa-miR414, was significantly downregulated under the heat stress. This means that the inhibition of *OsHDT1* on the flowering suppressor gene is weak, so reducing the expression of the flowering gene and delaying the heading stage of rice are more conducive to improve the heat tolerance of rice under the short time heat stress.

### 3.6. Construction of miRNA-PPI Interaction Network

The network visualization of miRNA-PPI is shown in Figure 5. From Figure 5, we could draw the following conclusions: (1) Most of the target genes were regulated through cleavage rather than through translation inhibition. (2) The maximum number of targets was 18 for osa-miR414. (3) Most of miRNA families regulated multiple genes, and a small number of genes could be in turn regulated by multiple miRNA families. These results indicated that there was a degree of cooperation among the miRNA families under the heat stress in rice. (4) Three miRNA coregulatory modules, i.e., groups of miRNAs that regulated groups of target genes in concert, were revealed. Among them, for the osa-miR529-centered coregulatory module, osa-miR529 might coexpress with 11 miRNAs through the target genes and coregulate 102 high-confidence downstream targets. Previous studies showed that miR529 might regulate the panicle development in rice and the overexpression of miR529a dramatically affected the panicle architecture [16]. The overexpression of osa-miR156 resulted in strongly reduced panicle size and delayed flowering. These showed that osa-miR156 and *OsSPL* target genes were involved in the flower development of rice [35]. miR167 and its family members could affect the pollen development [37]. The low level of *OsARF12* maintained by osa-miR167 during anther development was essential for the development and maturation of pollen grains [38]. miR166 and its target *PHB* regulated SPL/NZZ, which controlled microsporogenesis [39]. The functions of miR160 and miR164 were also related to the flower development in the PNRD database [40]. Therefore, we speculated that the coregulatory module with miR529 as the hub might play an important role in the development of the panicle and flower. miR395 and miR437 could coexpress through the interaction between their target proteins. miRNA419 was coexpressed with miR440 through their common target gene. 

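The probe of osa-miR419 was not called at any time point, and that of osa-miR440 was called downregulated at 10 min. Neither was well above background on a control array. With the 75th percentile scaling, both were called downregulated at 10 min.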

One mRNA, LOC_Os04g46580 (*OsSPL7*), was a common target of two significantly upregulated miRNAs, miR156 and miR529. The coregulation of miR529 and miR156 was expected, since miR529 was evolutionarily related to miR156 and showed 14-16 nucleotide similarities with miR156 [41, 42]. All this information indicated that the multiple interactions existed not only in the miRNAs and target genes but also between miRNA-target proteins.

Previous work demonstrated that coordinate miRNA regulation existed in Drosophila and mammals [43, 44]. A recent report found that a similar mechanism existed in rice under the drought stress [45]. In our study, three miRNA coregulatory modules suggested that there was also a coordinate miRNA regulation in the rice post-meiosis panicle under the heat stress. Through synergism, miRNAs may enhance repression effects and reinforce their regulatory efficacy. Moreover, synergistic gene regulation was less dependent on miRNA abundance, so limited miRNA could regulate more genes. The identification of coregulatory miRNA modules would help researchers understand the mechanisms of miRNA involvement in the heat stress tolerance in the rice post-meiosis panicle.

## 4. Conclusions

In conclusion, our genome-wide microarray analysis identified a set of high-confidence miRNA target pairs in rice panicles at the post-meiosis stage. The expression pattern analysis of high-confidence miRNA target pairs showed that most miRNAs resisted the heat stress by downregulating their target genes and a time lag existed between miRNA expression and their target gene expression. PANTHER GO-Slim analysis showed that these high-confidence miRNA target genes were mainly involved in a series of basic biological processes. In addition, targets were also involved in response to stimulus and oxidoreductase activity which were closely related to the heat stress. The query of the OGRO database identified 13 genes that were functionally characterized. The functional characters of these 13 genes showed that osa-miR164, osa-miR166, osa-miR169, osa-miR319, osa-miR390, osa-miR395, and osa-miR399 might play important roles in heat resistance; osa-miR172 might play important roles in protecting the rice panicle under heat stress. However, osa-miR437, osa-miR418, osa-miR164, osa-miR156, and osa-miR529 might negatively affect rice fertility and panicle flower; osa-miR414 might inhibit flowering gene expression by downregulation of LOC_Os 05g51830 to delay the heading of rice. The visualization of the miRNA-PPI network supported the existence of a coregulatory network triggered by the heat stress. Further verification of these hub miRNAs and genes as coregulatory nodes might be helpful to develop novel molecular markers for breeding new rice varieties with enhanced heat tolerance. In-depth analysis of coregulatory networks may help better understand the regulatory mechanism of miRNAs under the heat stress.

## Figures and Tables

**Figure 1:**
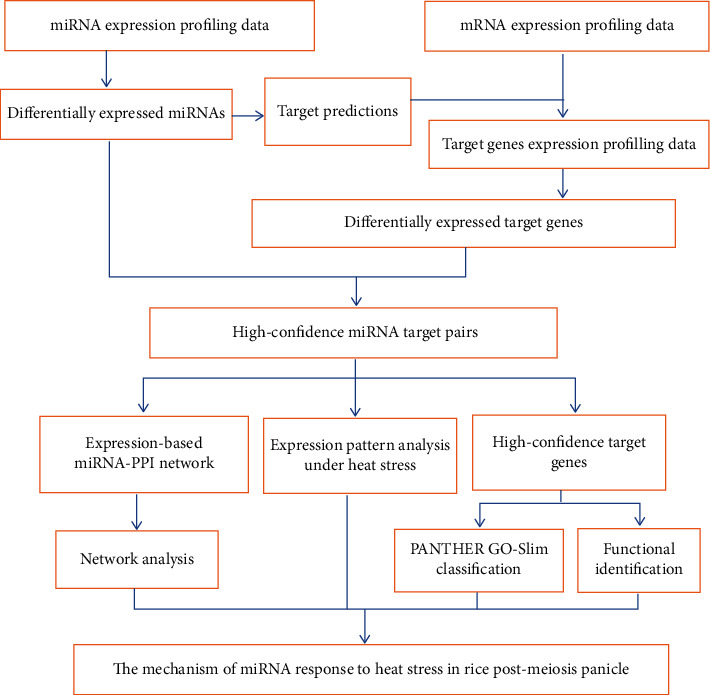
Flowchart of the general procedure of this study.

**Figure 2:**
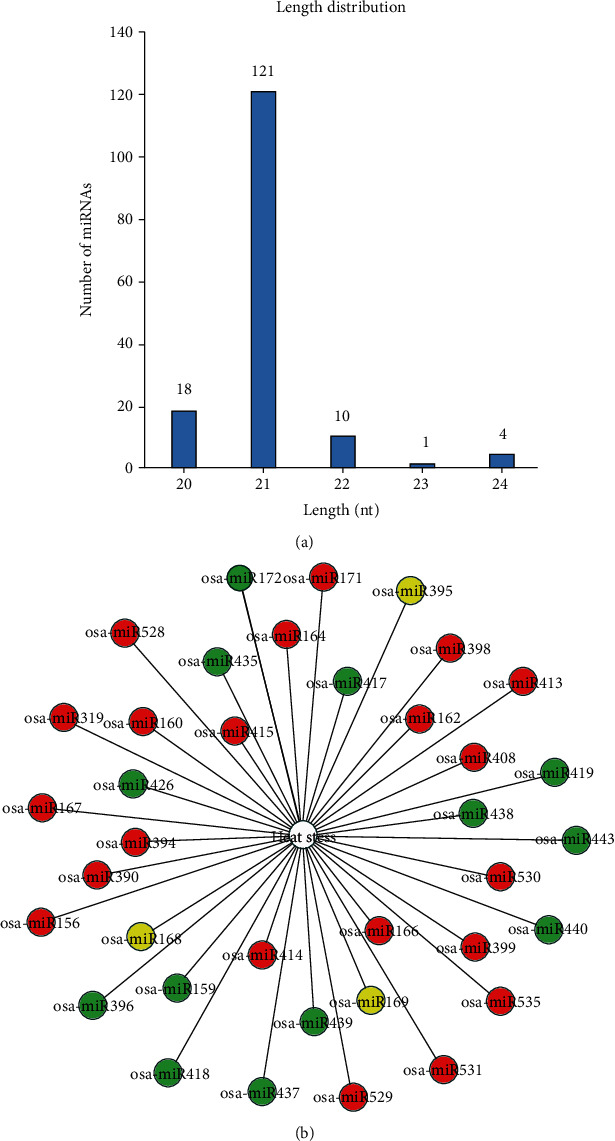
Classification of DE-miRNAs in rice under the heat stress. (a) The length distribution of 124 DE-miRNA sequences. (b) Bipartite network visualization of the regulatory relationship between DE-miRNA families and heat stress in rice. The links between heat stress and miRNA families indicate involvements between miRNA families in the regulation of heat response. The solid red, green, and yellow circles denote upregulated, downregulated, and up-/downregulated expression patterns of miRNA families under the heat stress, respectively.

**Figure 3:**
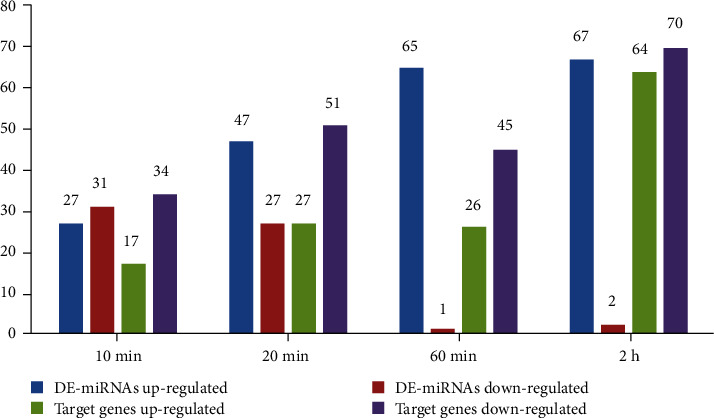
Numbers of high-confidence target genes and their DE-miRNAs at the time points of 10 min, 20 min, 60 min, and 2 h after the heat treatment. The horizontal axis represents the time after the heat treatment, and the vertical axis represents the number of up- and downregulated probes.

**Figure 4:**
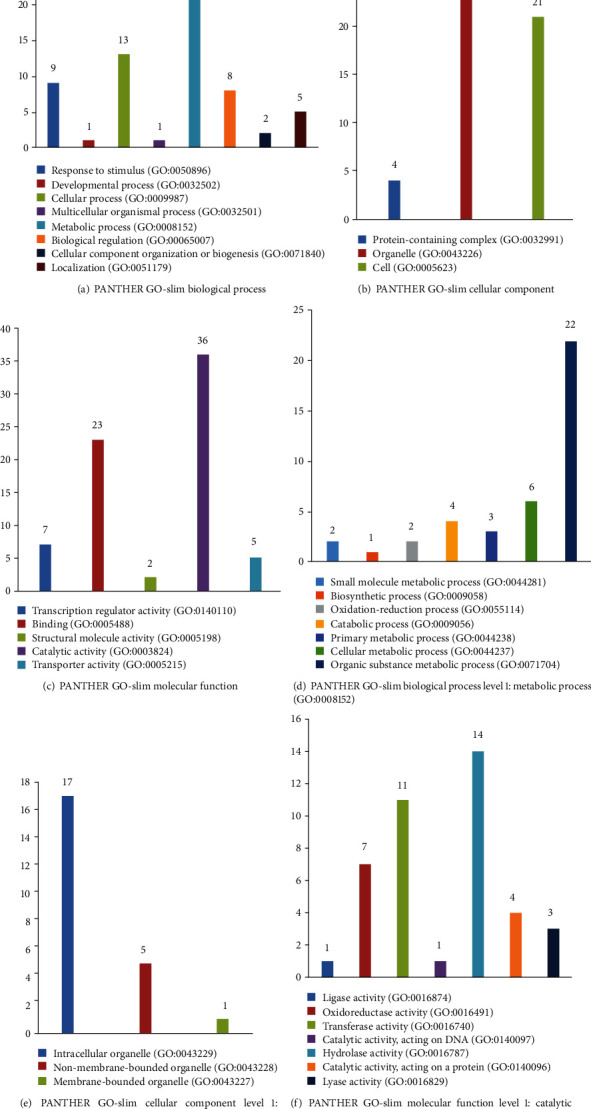
PANTHER GO-Slim classification of high-confidence target genes under the heat stress. The vertical axis represents the number of high-confidence target genes.

**Figure 5:**
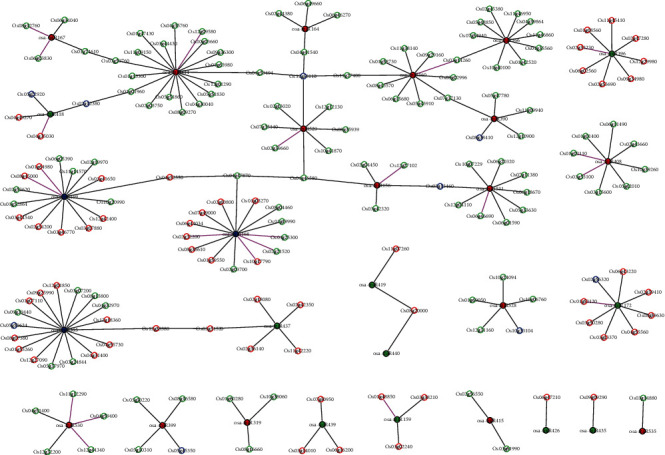
Network visualization of miRNA-PPI in rice post-meiosis panicles. The node colors of red, green, and blue denote three expression patterns: upregulated, downregulated, and up-/downregulated pattern, respectively. The black edges represent cleavage, and the red edges represent translation inhibition in the miRNA-target module. The edge color of PPI denotes the combined score. The larger the combined score is, the darker the color is. The “LOC” of the prefix for the gene name in the network was omitted for convenience.

**Table 1:** High-confidence miRNA target pairs in rice post-meiosis panicle under the heat stress.

DE-miRNA families		Target genes	
osa-miR156	↑	LOC_Os02g04450, LOC_Os03g42320, LOC_Os04g46580, LOC_Os12g27102	↓
		LOC_Os03g13460	↑↓
osa-miR159	↓	LOC_Os01g48850, LOC_Os03g02240, LOC_Os03g38210	↑
osa-miR160	↑	LOC_Os01g58730, LOC_Os03g14260, LOC_Os05g43910, LOC_Os06g15680, LOC_Os07g37130, LOC_Os08g02996, LOC_Os08g43570, LOC_Os09g29160, LOC_Os11g27400, LOC_Os11g38140	↓
osa-miR164	↑	LOC_Os02g44380, LOC_Os04g41540, LOC_Os06g46270, LOC_Os06g49660	↓
osa-miR166	↑	LOC_Os01g42520, LOC_Os02g45380, LOC_Os03g14260, LOC_Os04g35560, LOC_Os04g39864, LOC_Os05g48850, LOC_Os07g34940, LOC_Os10g40100, LOC_Os11g46860, LOC_Os11g46950	↓
osa-miR167	↑	LOC_Os01g74610, LOC_Os06g03830, LOC_Os06g34040, LOC_Os08g12760	↓
osa-miR168	↑↓	LOC_Os01g19990, LOC_Os01g25300, LOC_Os02g03700, LOC_Os02g21520, LOC_Os04g47870, LOC_Os08g04460	↓
		LOC_Os01g03270, LOC_Os01g59550, LOC_Os02g10800, LOC_Os02g32200, LOC_Os06g44034, LOC_Os07g49000, LOC_Os08g38610, LOC_Os10g17790	↑
osa-miR169	↑↓	LOC_Os01g52864, LOC_Os02g19970, LOC_Os02g53620, LOC_Os06g05390, LOC_Os10g20990, LOC_Os11g14570	↓
		LOC_Os01g41650, LOC_Os01g64980, LOC_Os02g54200, LOC_Os03g07880, LOC_Os03g44540, LOC_Os03g46770, LOC_Os04g52550, LOC_Os08g45000, LOC_Os12g42400	↑
osa-miR172	↓	LOC_Os02g56320	↑↓
		LOC_Os01g52120, LOC_Os02g39410, LOC_Os03g13370, LOC_Os03g50280, LOC_Os04g55560, LOC_Os06g43220, LOC_Os08g39630	↑
osa-miR319	↑	LOC_Os01g60280, LOC_Os08g16660, LOC_Os10g38060	↓
osa-miR390	↑	LOC_Os05g47780, LOC_Os07g37130, LOC_Os11g09940, LOC_Os12g10900	↓
		LOC_Os08g38410	↑↓
osa-miR395	↑↓	LOC_Os03g07200, LOC_Os03g24844, LOC_Os04g32970, LOC_Os05g37970, LOC_Os08g13800, LOC_Os09g39440	↓
		LOC_Os05g50624	↑↓
		LOC_Os01g07110, LOC_Os01g55260, LOC_Os04g31400, LOC_Os04g55730, LOC_Os08g07380, LOC_Os09g25990, LOC_Os12g01850, LOC_Os12g18360, LOC_Os12g27090, LOC_Os12g38380	↑
osa-miR396	↓	LOC_Os01g08560, LOC_Os02g33230, LOC_Os02g47280, LOC_Os02g53690, LOC_Os06g02560, LOC_Os09g34980, LOC_Os11g45410, LOC_Os12g29980	↑
osa-miR399	↑	LOC_Os05g10310, LOC_Os05g30220, LOC_Os08g16580	↓
		LOC_Os05g45350	↑↓
osa-miR408	↑	LOC_Os01g01400, LOC_Os01g02110, LOC_Os02g43660, LOC_Os03g15600, LOC_Os03g53100, LOC_Os05g42010, LOC_Os06g11490, LOC_Os10g39260	↓
osa-miR414	↑	LOC_Os01g01960, LOC_Os01g13300, LOC_Os01g47430, LOC_Os01g63980, LOC_Os02g03750, LOC_Os03g44430, LOC_Os03g59760, LOC_Os04g30040, LOC_Os04g35760, LOC_Os04g59494, LOC_Os05g51830, LOC_Os05g51860, LOC_Os08g09270, LOC_Os09g36300, LOC_Os10g03660, LOC_Os11g09150, LOC_Os12g01290, LOC_Os12g09580	↓
osa-miR415	↑	LOC_Os02g56550, LOC_Os03g61990	↓
osa-miR418	↓	LOC_Os02g12380, LOC_Os05g22920	↑↓
		LOC_Os04g35030, LOC_Os04g49270	↑
osa-miR419	↓	LOC_Os08g20000, LOC_Os11g07260	↑
osa-miR426	↓	LOC_Os06g47210	↑
osa-miR435	↓	LOC_Os09g09290	↑
osa-miR437	↓	LOC_Os02g18080, LOC_Os02g36140, LOC_Os02g42350, LOC_Os03g51520, LOC_Os11g42220	↑
osa-miR439	↓	LOC_Os03g14010, LOC_Os06g16200, LOC_Os07g30950	↑
osa-miR440	↓	LOC_Os08g20000	↑
osa-miR528	↑	LOC_Os01g69050, LOC_Os10g06760, LOC_Os10g24094, LOC_Os12g31160	↓
		LOC_Os10g33104	↑↓
osa-miR529	↑	LOC_Os02g13020, LOC_Os02g39660, LOC_Os04g46580, LOC_Os07g35140, LOC_Os08g35939, LOC_Os10g41870, LOC_Os12g12130	↓
		LOC_Os12g38110	↑↓
osa-miR530	↑	LOC_Os04g51400, LOC_Os04g59400, LOC_Os11g12290, LOC_Os12g32200, LOC_Os12g44340	↓
osa-miR531	↑	LOC_Os05g33630, LOC_Os06g01590, LOC_Os06g18670, LOC_Os06g20320, LOC_Os06g46690, LOC_Os07g11380, LOC_Os10g07229, LOC_Os12g04110	↓
		LOC_Os03g13460	↑↓
osa-miR535	↑	LOC_Os03g14880	↓

Note: ↑, ↓, and ↑↓ indicate upregulated, downregulated, and up-/downregulated types in rice post-meiosis panicle under the heat stress, respectively.

**Table 2:** The characterization of high-confidence target genes in the OGRO database.

Locus_id	Gene_symbol	Character_major	Character_minor	Isolation	Objective	Reference (doi)
LOC_Os05g51830	OsHDT1	Resistance or tolerance	Bacterial blight resistance	Knockdown overexpression	Resistance to *Magnaporthe oryzae* and *Xanthomonas oryzae pv. oryzae*	10.1105/tpc.112.101972
LOC_Os05g51830	OsHDT1	Resistance or tolerance	Blast resistance	Knockdown overexpression	Resistance to *Magnaporthe oryzae* and *Xanthomonas oryzae pv. oryzae*	10.1105/tpc.112.101972
LOC_Os01g64980	Os-pollux	Resistance or tolerance	Other soil stress tolerance	Mutant	Mycorrhizal symbiosis	10.1104/pp.108.131540
LOC_Os05g30220	OsRP1L1	Resistance or tolerance	Bacterial blight resistance	Overexpression	Resistance to *Xanthomonas oryzae pv. oryzicola*	10.1007/s11033-011-1122-6 10.1007-s11105-012-0537-0
LOC_Os05g47780	OsHRZ2	Resistance or tolerance	Other soil stress tolerance	Knockdown	Fe acquisition	10.1038/ncomms3792
LOC_Os06g46270	OMTN4	Resistance or tolerance	Drought tolerance	Overexpression	Drought sensitivity	10.1093/jxb/eru072
LOC_Os08g45000	OsPT6	Resistance or tolerance	Other soil stress tolerance	Knockdown	Phosphate uptake and translocation	10.1111/j.1365-313X.2008.03726.x
LOC_Os10g38060	OsPLD*β*1	Resistance or tolerance	Blast resistance	Knockdown	Resistance to *Pyricularia grisea* and *Xanthomonas oryzae pv. oryzae*	10.1104/pp.108.131979
LOC_Os10g40100	OsRLCK306	Resistance or tolerance	Blast resistance	Knockdown	Promote invasion of bacteria (Xoc)	10.1007/s11033-014-3069-x
LOC_Os12g18360	Pi-ta	Resistance or tolerance	Blast resistance	Natural variation	Resistance to *Magnaporthe grisea*	10.1105/tpc.12.11.2033
LOC_Os02g18080	TDR	Morphological trait	Sterility	Others	“Delated/non-degradation of tapetum tissue, collapse of the haploid microspores”	10.1007/s11032-013-9972-3
LOC_Os04g46580	OsSPL7	Morphological trait	Panicle flower	Overexpression	Panicle development	DOI:10.1104/pp.106.084475
LOC_Os02g12380	HDA710	Morphological trait	Panicle flower	Knockdown	Flag leaf morphology, semidwarf, awn development	10.1016/j.bbrc.2009.07.162
LOC_Os04g55560	SHAT1	Morphological trait	Panicle flower	Mutant	Seed shattering, floral organ identity	10.1105/tpc.111.094383
LOC_Os06g46270	OMTN4	Physiological trait	Panicle flower	Overexpression	Low spikelet fertility	10.1093/jxb/eru072
LOC_Os05g51830	OsHDT1	Physiological trait	Flowering	Overexpression	Flowering time in hybrid, chromatin modification	10.1371/journal.pone.0021789
LOC_Os02g12380	HDA710	Morphological trait	Culm leaf	Knockdown	Flag leaf morphology, semidwarf, awn development	10.1016/j.bbrc.2009.07.162
LOC_Os06g46270	OMTN4	Morphological trait	Culm leaf	Knockdown overexpression	“Leaf rolling, wilting during drought stress”	10.1093/jxb/eru072
LOC_Os02g12380	HDA710	Morphological trait	Dwarf	Knockdown	Flag leaf morphology, semidwarf, awn development	10.1016/j.bbrc.2009.07.162
LOC_Os10g38060	OsPLD*β*1	Physiological trait	Germination dormancy	Knockdown	Sensitivity to ABA during germination stage	10.1038/cr.2007.77

## Data Availability

All research data used to support the findings of this study are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

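RNA of rice post-meiosis panicles was measured on 10 arrays with 1 dye, with 2 arrays for the control and 2 for each of 4 times at 40 °C. The arrays lay on 3 slides, and slide and scan numbers were taken from the order of the scans. The control and 60 min arrays shared slide 1, the 10 min and 20 min arrays slide 2, and the 2 h arrays were alone on slide 3. For 10 min, 20 min and 2 h the slide and the time point cannot be told apart by any comparison with the control. The replicate numbers carried no pairing that the values show, since the correlation over probes of replicate differences between groups lay between -0.32 and 0.10 for 10 pairs of groups.

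Per the file headers, the authors' intensity values came from Feature Extraction 9.5.3.1, with a fitted background surface subtracted, signals not above background replaced by a surrogate value, and no normalization between arrays. The same software gave the deposited flags of each spot, which mark whether it is well above background, positive and significant, saturated or an outlier. The authors also deposited log2 values for 42475 probes. The paper's methods name quantile normalization and a baseline to the median for these log2 values, while the columns outside 60 min differ from the log2 intensities by 1 shift per array at the 75th percentile and 1 per probe, to within 0.01 for 99.9% of the probes. The 60 min columns match no array in this way, so values at 60 min here belong to the arrays labelled 60 min.

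Intensities were set to at least 1, put on the log2 scale and quantile normalized over the 10 arrays in R 4.3.3 with limma 3.58.1. Control spots and outlier spots were left out, and the spots of a probe were averaged, which left 42477 probes. Each time point was compared with the control in a limma fit of 4 arrays. A probe was called at a log2 fold change of at least 1 in either direction and an unadjusted p below 0.05. Benjamini-Hochberg adjusted p values over all probes are given beside the named changes. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Permutation tests used 100000 permutations. Mature miRNA probes were taken by name, families by the number in the name, and lengths from the repeat in the probe sequence.

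Between 33960 and 38996 probes were well above background on an array. Comparisons rest on 2 arrays against 2, and the number of arrays limits the precision. The procedure was tested on simulated data in which 200 probes were changed by 2 on the log2 scale. It called 98.4%, 97.6%, 95.5% and 97.8% of them at the 4 time points, in order of time, in the changed direction. With Benjamini-Hochberg adjusted p it called 47%, 11.5%, 0% and 0% of them, so with this number of changed probes a count of 0 by adjusted p is uninformative at 60 min and 2 h.

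Named items are every miRNA and locus that the results section names in the text or in Table 2 and that matches a probe, and the 3 largest rises and 3 largest falls at 2 h over the array by the fitted log2 fold change, among called probes that are well above background in the higher group with replicates that do not overlap. The alternatives set before the data were examined were scaling by the 75th percentile, normexp background correction with an offset of 50, the deposited log2 values, the P flag on 6 of 10 arrays, probes well above background in a group, a floor at the lowest signal well above background, a fit of all 10 arrays, the replicate number as a block, the slide as a block, Benjamini-Hochberg adjusted p, and leaving out each array. Outlier spots kept, identical sequences counted once and a crossed replicate block were chosen after seeing the data. The target loci of Table 1 that no array description names, and their miRNA pairs, were not analysed here, so the alternative that averages the probes of a gene was not run.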

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

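The tests of the slide and of each direction for the precursor probes, and of the slide and of the deposited table for osa-miR166h, osa-miR529 and osa-miR414, were chosen only after the result was seen.

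The paper does not report on the 340 probes of miRNA precursors. Of these, 171 were called at 1 or more time points, and 136 of them were well above background on both arrays of the brighter group. Most calls were upward, with 63 upregulated and 14 downregulated at 10 min, 94 and 11 at 20 min, and 113 and 16 at 2 h. With the 75th percentile scaling, 22.6% of the precursor probes were called upregulated and 17.4% downregulated at 10 min. These shares were 31.2% and 17.1% at 20 min, and 42.6% and 2.06% at 2 h. With quantile normalization, mRNA probes matched on mean signal were called upregulated 0.477 times as often as the precursor probes over the 4 time points. This ratio lies between the marks for and against a rise of any dim probe, so that explanation stays open. The matched mRNA probes were called downregulated 2.8 times as often, so a fall of any dim probe may account for the downregulated calls. Over both directions together the ratio was 0.808, which decides nothing, since the directions differ. On the arrays labelled 60 min, which share a slide with the control, 12 precursor probes were called, 7 upregulated and 5 downregulated, which is what a difference between slides would give. A response of the precursors to heat stays open and untested apart from the slide.

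The array names 272 probes as heat shock proteins, which the paper does not discuss. Their median log2 fold change at 2 h was 0.53, with 87 called upregulated and 24 downregulated, while the median of all probes was -0.01. The limma set tests camera, with a preset and with an estimated correlation, and fry all gave p under 0.05 at each of the 4 time points. Over 13 alternatives at 2 h the median lay between 0.46 and 0.58, and camera with an estimated correlation gave p up to 0.0976. If the slide were the whole cause, no rise would be seen at 60 min, where the median was 0.43 with 88 probes called upregulated and 0 downregulated. This value missed the mark of 0.5 that was set before the test for calling the slide excluded, and the reading against the slide rests on the direction and the 88 calls. A heat response, which the design names, may explain the rise.

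For the probes of 3 mature miRNAs, well above background on all arrays, the signal at 2 h was higher than on the arrays labelled 60 min. The log2 difference was 1.59 for osa-miR166h (adjusted p = 0.0197 over the 6 comparisons from limma), 2.22 for osa-miR529 (adjusted p = 0.00361) and 1.35 for osa-miR414 (adjusted p = 0.0552, which does not pass the correction). All 6 probes compared were called upregulated at 2 h and had a negative log2 fold change on the arrays labelled 60 min. They share the pattern that was tested, so an adjustment over these 6 is too lenient. Over all probes the adjusted p values of the 3 miRNAs from limma were 0.0657, 0.0504 and 0.124. The median difference over the other mature miRNA probes, most of which were not well above background on both arrays of either group, was 0.79, and since the 2 h arrays are alone on slide 3, the slide and the time point cannot be told apart. In the deposited table, whose 60 min columns match no array, the differences were 0.71, -0.05 and -0.35, so other arrays behind the 60 min columns may account for the disagreement between the 2 sources. A change between 60 min and 2 h at 40 °C stays open.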

How the results depend on the processing

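Keeping outlier spots, counting identical sequences once and the crossed replicate block were chosen only after the result was seen, and the other alternatives before the data were examined.

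Of 206 alternative values of 19 counts and medians, apart from leaving out arrays, 127 stayed within 1.5 times the count or within the replicate spread. Of 664 alternative values of the 49 called changes of named probes, 561 kept the direction and the call, 94 kept the direction without the call and 9 changed sign. Some of these alternatives keep the main log2 fold change, so they cannot change its sign and do not test the direction. They are the P flag (36 values), probes well above background in a group (40), and 49 values each for the fit of 10 arrays, the replicate block and Benjamini-Hochberg. With Benjamini-Hochberg 22 of the 49 were not called, and with normexp 20 kept the direction without the call and 1 changed sign.

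Under the 75th percentile scaling, 37 mature miRNAs were downregulated, 34 at 10 min, 29 at 20 min and 0 at 60 min, and 1 was upregulated at 60 min. Of the 93 called mature miRNAs, 83 were called under this scaling too. In the series matrix, which holds the deposited log2 values, 38 were downregulated, 34 at 10 min, 29 at 20 min and 1 at 60 min, 72 were upregulated at 60 min, 5394 probes of the whole array were called at 60 min, and 85 of the 93 were called. The cause was not tested for the mature counts under the 75th percentile scaling beyond the level of empty spots given under the other observations. Both scalings moved the median of all probes at 2 h from -0.01 to 0.10. The upregulated share of called mature miRNAs went from 86.4% to equal numbers in both directions (34 and 34) at 10 min and from 90.6% to 65.1% at 20 min under both, and at 60 min from equal numbers (4 and 4) to 100% with the 75th percentile and 98.6% in the series matrix. Over the whole array it went from 58.9% to 48.4% at 10 min and from 51.0% to 62.7% at 2 h with the 75th percentile, and in the series matrix to 48.5% at 10 min, from 55.0% to 68.9% at 60 min and to 63.1% at 2 h.

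With normexp, 21 mature miRNAs of 14 families were called, 20 upregulated and 1 downregulated. The upregulated ones were 5 at 10 min, 11 at 20 min, 0 at 60 min and 17 at 2 h, and the downregulated ones 0, 0, 0 and 1. It called 1263 probes of the whole array at 10 min, 2771 at 20 min and 57 precursor probes. The share upregulated went to 69.7% at 10 min and from 59.7% to 69.8% at 20 min over the whole array, and to 100% at 10 min among the mature miRNAs. For osa-miR169o at 20 min the log2 fold change turned to 0.12. The offset of 50 shrinks the fold changes of dim probes by construction, and how far this accounts for these changes was not tested.

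With the floor, 142 mature miRNAs were called, 19 upregulated and 123 downregulated, so the majority changed direction. The upregulated ones were 7 at 10 min, 15 at 20 min, 0 at 60 min and 14 at 2 h, and the downregulated ones 117, 112, 0 and 1. Over the whole array 6971 probes were called at 10 min and 8715 at 20 min, with 14.0% and 23.3% upregulated, and among the mature miRNAs 5.65% and 11.8%. At 2 h the upregulated share over the array was 45.1%. By construction a probe dim everywhere takes the floor of each array, and this lowest signal lay between 4.27 and 7.19 on the log2 scale and was lowest on slide 2. Under the floor the log2 fold change was -0.41 for osa-miR162b at 10 min, -0.02 for osa-miR166i at 2 h, -1.79 at 20 min and -1.02 at 2 h for osa-miR156d, -1.12 for osa-miR169h at 2 h, -1.13 for osa-miR167h at 20 min, and -0.71 at 10 min and -1.12 at 2 h for probe AY100468 of Os08g0564000, all positive otherwise.

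With the P flag on 6 of 10 arrays, fewer probes were tested by construction, and 32 mature miRNAs of 19 families were called, 31 upregulated and 1 downregulated. The upregulated ones were 17 at 10 min, 25 at 20 min, 0 at 60 min and 27 at 2 h, and the downregulated ones 0, 0, 0 and 1, with 1914 probes called over the array at 10 min and 98 precursor probes. With only probes well above background in a group, 1 was downregulated, 0 were upregulated at 60 min and 27 at 2 h, and the downregulated counts were 0, 0, 0 and 1. Signal over background limits the calls in both directions: of the upregulated calls, 2.63% at 10 min, 8.62% at 20 min, 100% at 60 min and 60.6% at 2 h fell on probes that were not well above background on both arrays of the time point.

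With Benjamini-Hochberg p from limma, which is stricter by construction, 52 mature miRNAs of 20 families were called, 50 upregulated and 2 downregulated. The upregulated ones were 0 at 10 min, 18 at 20 min and 0 at 60 min, compared with 38, 58 and 4 at unadjusted p, and the downregulated ones 0, 1 and 0, compared with 6, 6 and 4. Over the whole array 8410 probes were called, 84 at 10 min, 1553 at 20 min and 0 at 60 min, and 101 precursor probes. On simulated data with 200 changed probes this adjustment recovered 0% of them at 60 min, so the 0 there is uninformative. With identical sequences counted once, 58 were called, 50 upregulated, with 2 upregulated at 60 min and 39 at 2 h, fewer by construction.

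With the replicate number as a block, 92 mature miRNAs of 33 families were called, 81 upregulated and 11 downregulated, with 43, 54, 4 and 67 upregulated and 7, 6, 4 and 2 downregulated at the 4 time points, 14351 probes over the array, 3545, 5008, 2834 and 9851 by time point, 174 precursor probes and a heat shock protein median of 0.53. With a crossed replicate block at 20 min, 59 were upregulated, 6 downregulated and 5569 probes called over the array. With the slide as a fixed block, which equals the fit of 10 arrays at 60 min, 4 were upregulated, 5 downregulated and 3148 probes called. The slide as a random block could not be fitted as planned, since limma set its correlation to 0, and it was left out. The alternatives on target genes and pairs of Table 1 were not run.

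Leaving out 1 array leaves a group of 1, which limma assumes to vary like the others. The counts then lay between 84 and 98 for mature miRNAs, 73 and 87 upregulated, 10 and 17 downregulated, and 29 and 37 families. The upregulated ones lay between 29 and 45 at 10 min, 48 and 61 at 20 min, 3 and 10 at 60 min and 49 and 71 at 2 h. The downregulated ones lay between 2 and 11 at 10 min, 2 and 10 at 20 min, 4 and 9 at 60 min and 2 and 4 at 2 h. Without control replicate 1, 17 were downregulated, 11 at 10 min, 10 at 20 min and 4 at 2 h. Without control replicate 2 there were 3 downregulated at 10 min, 3 at 20 min and 9 at 60 min. Without 10 min replicate 2 there were 2 downregulated at 10 min, and without 20 min replicate 2 there were 2 at 20 min. Without 60 min replicate 1 there were 9 upregulated and 9 downregulated at 60 min, and without 60 min replicate 2 there were 10 upregulated. Over the whole array the counts lay between 12479 and 16251, and between 2307 and 5596 at 10 min, 4231 and 7180 at 20 min, 2118 and 5804 at 60 min and 8085 and 11189 at 2 h. The highest were without control replicate 1, except at 60 min, where 5804 was without 60 min replicate 2. Precursor probes lay between 157 and 193, and the heat shock protein median between 0.47 and 0.58.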

Differences from the paper's values

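No test in this part was chosen only after the result was seen.

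The paper's number of downregulated DE-miRNAs is 38, and 11 were found here. The 75th percentile scaling gave 37 and the series matrix, which holds the deposited log2 values, 38, both within the paper's value, while normexp, the P flag on 6 of 10 arrays, probes well above background in a group, the floor, the fit of 10 arrays, the replicate block and Benjamini-Hochberg were not. The paper's number of downregulated families is 16, and 5 were found here, with 15 for the 75th percentile and 16 for the series matrix and the other alternatives outside. The paper's number of up-/downregulated families is 3, and 5 were found here. The series matrix and the floor gave 3 and the 75th percentile 4, and the other alternatives lay outside.

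For the Table 1 families, the paper's numbers by time are read by eye from Fig. 3. Upregulated at 60 min were about 65 in the paper's Fig. 3 and 3 here, and among the alternatives only the series matrix, with 65, was within it. Downregulated at 10 min were about 31 in the paper's Fig. 3 and 5 here, and at 20 min about 27 and 4 here. The 75th percentile and the series matrix gave 25 at 10 min and 21 at 20 min, within the paper's values, and the other alternatives were not. Downregulated at 60 min were about 1 in the paper's Fig. 3 and 3 here, and at 2 h about 2 and 1 here, and none of the alternatives set before the data were examined came within these.

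The paper's log2 fold changes are those of its Table S2, which was held in part. For osa-miR168a the paper's value is 0.06 at 20 min, compared with -0.01 here, and -1.53 at 2 h, compared with -1.89 here. At 20 min the values of osa-miR168a lie on either side of no change, and their gap is smaller than the replicate SD of 0.21. With a change of sign counted as a difference, the 75th percentile and the series matrix came within both, normexp within the second, and the other alternatives within neither. For osa-miR160a at 2 h the paper's value is 1.49, compared with 1.33 here. For osa-miR166h the paper's value is 1.26 at 20 min, compared with 1.14 here, and 1.86 at 2 h, compared with 1.58 here. The 75th percentile and the series matrix gave the paper's values for these 3, and the other alternatives did not come within them.

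At 60 min the paper's value is 1.72 for osa-miR160a, compared with 0.35 here, 1.25 for osa-miR160f, compared with 0.14, 1.16 for osa-miR166h, compared with -0.01, 1.48 for osa-miR414, compared with -0.32, and 1.85 for osa-miR408, compared with -0.22. The series matrix gave the paper's value for each of the 5, and the other alternatives set before the data were examined did not. Over the 94 miRNAs held, the median absolute difference from the paper's log2 fold changes was 0.26 at 10 min, 0.21 at 20 min, 1.45 at 60 min and 0.24 at 2 h, and 0 at each time point for the series matrix.

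The paper states that the number of upregulated DE-miRNAs rose with time and stayed high, whereas 4 were upregulated on the arrays labelled 60 min. The series matrix gave a rise at each step up to 60 min. The paper states that members of a family went the same way except in osa-miR168, osa-miR169 and osa-miR395, whereas here osa-miR395 had 0 downregulated members, and osa-miR167, osa-miR319 and osa-miR439 had both directions. The series matrix gave the paper's 3 families. The paper calls osa-miR169g/n and osa-miR395c/o downregulated, which were not called here, but were with the 75th percentile scaling at 10 min. The paper gives osa-miR159a/f, osa-miR162b, osa-miR390 and osa-miR419 among its DE-miRNAs, of which osa-miR159a/f, osa-miR390 and osa-miR419 were not called here. Both the 75th percentile scaling and the series matrix called osa-miR159a/f and osa-miR419 downregulated at 10 min and osa-miR390 upregulated at 2 h, and osa-miR399d, also not called here, upregulated at 10 min, 20 min and 2 h. The paper's methods name quantile normalization, and the deposited log2 values outside 60 min match the 75th percentile scaling.

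In 1 sentence the paper states that miR156 and miR529 were downregulated, and in another sentence and in Table 1 that they were upregulated. Here 6 members of osa-miR156 and osa-miR529 were upregulated and 0 downregulated, and in the series matrix 10 members of osa-miR156 and osa-miR529 were upregulated and 0 downregulated. Table 1 gives osa-miR396 as downregulated, and 0 of its 4 members were called here, with 1 downregulated under the 75th percentile and in the series matrix. Table 1 gives osa-miR172 as downregulated, whereas osa-miR172c was called upregulated here and the other members were not called, and under the 75th percentile and in the series matrix 2 members were downregulated and 0 upregulated. The paper states that Pi-ta and OsPT6 were upregulated during the treatment. Here Pi-ta was called at 2 h alone among the 4 time points, and the 3 probes of OsPT6 disagree.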

Other observations

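The tests of probes too dim to measure, of identical sequences, of the slide and of control RNA for the mature upregulation calls, of matched mRNA probes at 60 min, and of the deposited 60 min columns were chosen only after the result was seen.

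Mature miRNA probes were called upregulated at 10 min, 20 min and 2 h, all compared with the control across slides. On the arrays labelled 60 min, within the slide of the control, 4 were upregulated, with 9 without 60 min replicate 1 and 10 without 60 min replicate 2. This is what a difference between slides in the signal of these probes would give, and the slide may account for part of the upregulation. Between 20 min and 10 min, both on slide 2, 1 was called, which decides nothing, since both groups were heated and few calls would follow from a heat response too. Control RNA on the arrays labelled 60 min is argued against by the heat shock protein probes, whose 90th percentile of log2 fold changes there was 4.76. A transient response stays open, since for 10 min, 20 min and 2 h no comparison with the control lies within a slide.

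Over the whole array, 2251 probes were called at 60 min within slide 1, where a difference between slides cannot act. This is 2.51 times the number that chance gave in the simulation. The simulation drew the noise of each probe independently, so an effect shared by the probes of an array may give part of this excess. This count does not show how many calls at the other time points come from the slide. There were 1.42 times as many calls at 10 min and 4.32 times as many at 2 h as at 60 min. Without 60 min replicate 2 these ratios were 0.55 and 1.68, so the first changed direction, and with each other array left out they lay between 1.02 and 2.08 and between 3.59 and 4.83. Here the slide and the time point cannot be told apart, because each of these time points lies on a slide without control arrays.

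All mature miRNA probes called downregulated at 10 min and 20 min were too dim to measure. Of these calls, 100% were not well above background on both control arrays with quantile normalization, and 100% with the 75th percentile scaling. The median of the negative-control spots changed by -0.57 at 10 min and 0.04 at 60 min after quantile normalization, and by -2.27 and 0.53 with the 75th percentile scaling. The called probes had fitted medians of -1.16 and -2.16 at 10 min under these scalings, which measure no fall in RNA. Matched mRNA probes were called downregulated 3.54 times as often as mature miRNA probes with quantile normalization and 1.33 times as often with the 75th percentile scaling. The level of empty spots, which differs between slides, may therefore account for these calls with the 75th percentile scaling, and for part of the size with quantile normalization.

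Of the mature miRNA probes called upregulated at 60 min and 2 h, 62.9% were not well above background on both arrays of the time point. Matched mRNA probes were called upregulated at 2 h 0.294 times as often as mature miRNA probes, which argues against a rise of any dim probe there. At 60 min, with 4 mature miRNA probes called upregulated, the ratio was 0.902, so a rise of any dim probe may account for those. Over 96 distinct sequences, the log2 fold change at 2 h rose with GC content (Spearman rho 0.51, adjusted permutation p = 2e-05, the smallest that these permutations give after adjustment over 4 relations), and at 60 min it did not (rho -0.17, adjusted permutation p = 0.12). Base composition may account for part of the rise at 2 h. Sequences are not independent replicates.

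The mature log2 fold changes at 2 h followed those of the precursor probes of the same miRNAs over the distinct sequences (Spearman rho 0.51, adjusted permutation p = 2e-05), and on the arrays labelled 60 min, within the slide of the control, they did not (rho 0.01, adjusted permutation p = 0.92). This may reflect the miRNAs or a factor shared by both kinds of probe, such as the slide, and the test does not separate these.

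The 93 names of called mature miRNAs hold 58 distinct sequences, which is 62.4% of the names. Names with 1 sequence are separate probes of the same molecule, so part of the number of called miRNAs may come from counting them separately.

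For the 60 min columns of the deposited table, the lowest SD over probes of the difference from any array was 0.63 on the log2 scale, which argues against the table and the intensities holding the same arrays. The difference between replicates in the table ran against that of the intensities over probes (r = -0.81), which is what crossed replicate numbers would give, but no column matched either array. Scaled as the table is, the intensities gave 1 mature miRNA probe called upregulated at 60 min where the table gave 72, while at 10 min, 20 min and 2 h the counts were the same, so other values behind these columns may account for that count.

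By the fitted log2 fold change at 2 h, 3 rises and 3 falls over the array were picked, and where a group was too dim to measure this gives no rank. The rises were those of Os11g0244200 (probe AK107883), at least 528-fold and not well above background on a control array, of Os04g0445100 (probe AK063700), with a log2 fold change of 9.83, and of Os03g0245800 (probe AK063618), with 9.15. The array describes all 3 as heat shock proteins, and they are among the 272 probes of that class. On the arrays labelled 60 min, on the slide of the control, they were higher by at least 3350-fold for Os11g0244200 and by log2 fold changes of 10.26 for Os04g0445100 and 9.53 for Os03g0245800. The falls were those of Os10g0498000 (probe AK071470), at least 34.7-fold, Os04g0521100 (probe CI561264), at least 32.3-fold, and Os04g0463400 (probe AK059730), at least 27.2-fold, with 0 of 2 arrays well above background at 2 h for each. The adjusted p from limma was 0.023 for each of the 6. On the arrays labelled 60 min, the log2 fold change was -2.43 for Os10g0498000 and -2.0 for Os04g0463400, and Os04g0521100 was at least 12.2-fold lower. All 3 were called there at unadjusted p, with adjusted p from limma between 0.232 and 0.453. No explanation was tested for the 3 falls.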
